A study of Homo sapiens with 6 samples. Its data were reported in "The MMP-2 histone H3 N-terminal tail protease is selectively targeted to the transcription start sites of active genes" (2023).

How the data were processed

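Native ChIP-Seq (nChIP-Seq) was performed in U2OS cells, a human osteosarcoma cell line. In native ChIP, chromatin is cut into nucleosomes with micrococcal nuclease and immunoprecipitated without crosslinking. The ProMMP2-3xHA cells are a stable U2OS line that carries the pro-form of the protease MMP-2 with a C-terminal HA epitope tag, and the wild type (WT) cells carry no tag. An antibody against HA therefore recovers the tagged MMP-2, and an antibody against H3K4me3 recovers nucleosomes with trimethylated lysine 4 of histone H3, a mark of active promoters. The 6 samples fell into 4 groups by their titles: HA in ProMMP2-3xHA cells with 3 replicates, and 1 library each of H3K4me3 in ProMMP2-3xHA cells, HA in WT cells and H3K4me3 in WT cells. Peak lists of 5 of the samples were held, together with 1 list of the merged HA replicates. The HA sample of the WT cells was not analysed here as a list of its own. By the names of the deposited lists, an HA control immunoprecipitation served as the control of the HA replicates.

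The authors trimmed the reads, aligned them as pairs to the human genome build hg19 (GRCh37) with bowtie2, filtered them on mapping quality and removed duplicates with Picard. Peaks were called by the authors with MACS2 in paired-end mode at a q-value of 0.05 with an input or a control immunoprecipitation as background. The authors called the HA replicates separately in narrow mode. Each line of these deposited lists gives an interval, its summit, a score, the fold enrichment of the summit over the local background as a ratio, and the −log10 of the p-value and of the q-value. The score, the fold enrichment and the −log10 values are the authors' own values of each peak and were used here only to describe, rank or filter peaks within a list. The merged HA list was called by the authors on the pooled replicates, and in this list, as in both H3K4me3 lists, narrow and broad calls had been combined into intervals without a score. The smallest gap between neighbouring regions was 4032 bp in the merged HA list, 1001 bp in the ProMMP2-3xHA H3K4me3 list and 1048 bp in the WT H3K4me3 list, against 244, 282 and 257 bp in the lists of HA replicates 1, 2 and 3. Neighbouring calls closer than these distances were therefore 1 region in the merged HA and H3K4me3 lists, which widens regions and lowers their number. The narrowest peak was 147 bp in replicates 1 and 3 and 281 bp in replicate 2.

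Lines of a replicate list that share 1 interval were counted as 1 peak with its highest fold enrichment. Regions counted as near each other when they lay within 1 kb, the window that the study used, unless an overlap of at least 1 bp is named. Overlaps were computed with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and the window search was checked against bedtools 2.31.1. Genes came from GENCODE version 44 lifted to GRCh37. The TSS was the 5′ end of each of the 20163 protein coding genes, and peaks off chromosomes 1 to 22, X and Y were left out of the comparisons with genes. For the distribution over features, the centre of each merged peak was assigned in the order promoter (1 kb either side of a TSS), 5′ UTR, 3′ UTR, coding exon, other exon, intron and intergenic, and the share of peaks was divided by the share of the genome. GC content was counted on the GRCh37 sequence.

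The files give no read counts. Because MACS2 writes a fold enrichment and a Poisson p-value from the same pileup, the number of fragments at a summit and the control background were recovered from these values for 94.6%, 98.3% and 96.7% of the summits of replicates 1, 2 and 3. On 5000 simulated summits for each of 4 depth ratios, at least 96.5% of summits were resolved and 100% of those had the right number of fragments. The ratio of HA to control depth was 3.57, 2.81 and 3.00, and the coverage of the control, read as the commonest background, was 1.33, 1.55 and 1.41 fragments per base. The depth of the H3K4me3 libraries is unknown.

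Peak sets were compared by a one-sided permutation test with 1000 circular shifts of the first set along each chromosome (seed 1), which keeps the spacing of its peaks. On simulated data, a planted share of 60% was recovered as 60% and 5% of 100 random sets reached a p of 0.05 or less. The random sets were placed uniformly, with fewer peaks and fewer shifts than the tests here. They check the calculation and not its error rate for peaks that cluster along the genome. Values with 1 number per replicate were tested by an exact permutation of the sign over the 3 replicates, two-sided, for which 0.25 is the smallest p possible. Shares are given with 95% exact (Clopper-Pearson) intervals, which cover counting error only. Correlations of fold enrichment are across peaks, which are not independent replicates, and carry no p-value. Comparisons of H3K4me3 between the cell lines rest on 1 library each and describe those libraries.

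The tests, the samples in each, the genes named and most alternatives were chosen before the data were examined. The loci named are those that the study shows as examples (ADSL, POR, the HOXA cluster, SOX9, CTSB and FDFT1), MMP2 itself, the 5 merged peaks with the highest mean fold enrichment among those with a peak in every replicate, and the 3 widest merged peaks. The alternatives were q-values of 0.01 and 0.001, other windows and overlaps, merged peaks found in every replicate, the own list of each replicate, each replicate left out in turn, H3K4me3 regions of at least 500 bp, random placement in place of circular shifts, and other sets of TSSs. Alternatives chosen after seeing the data were counting each summit line, a common minimum width, and the TSSs of canonical transcripts. RNA-Seq of the study and signal tracks were not used here, so occupancy was not related to expression.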

Results

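To examine where MMP-2 resides in chromatin, HA nChIP-Seq was performed in U2OS cells that carry ProMMP2-3xHA. The data held here comprised 3 HA replicates of the ProMMP2-3xHA cells, the merged list of these replicates, and 1 H3K4me3 library from each of the ProMMP2-3xHA and WT cells. The depth was recovered for the HA libraries only. The mean coverage of the HA library was 4.74 fragments per base in replicate 1, 4.35 in replicate 2 and 4.23 in replicate 3. A median of 50, 44 and 41 fragments lay at the summits of replicates 1, 2 and 3, with 5th to 95th percentiles of 33 to 106, 26 to 104 and 27 to 91 fragments.

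The HA replicates were first compared with each other. Replicate 1 held 6401 peaks, replicate 2 held 9193 and replicate 3 held 8933, a mean of 8176 ± 1542 (SD, n = 3). Counting each summit line raised this mean most, to 11467, and counting only peaks of at least 281 bp, the narrowest width in replicate 2, lowered it most, to 5629. The median peak width was 253 bp in replicate 1, 544 bp in replicate 2 and 308 bp in replicate 3, with a mean of 368 ± 155 bp (SD, n = 3). The lists did not start at the same width, and from 281 bp upwards the medians were 458, 544 and 498 bp. The median fold enrichment, as given by the authors' peak caller, was 4.88, 5.29 and 4.60, a mean of 4.92 ± 0.344 (SD, n = 3).

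**Figure D1:**
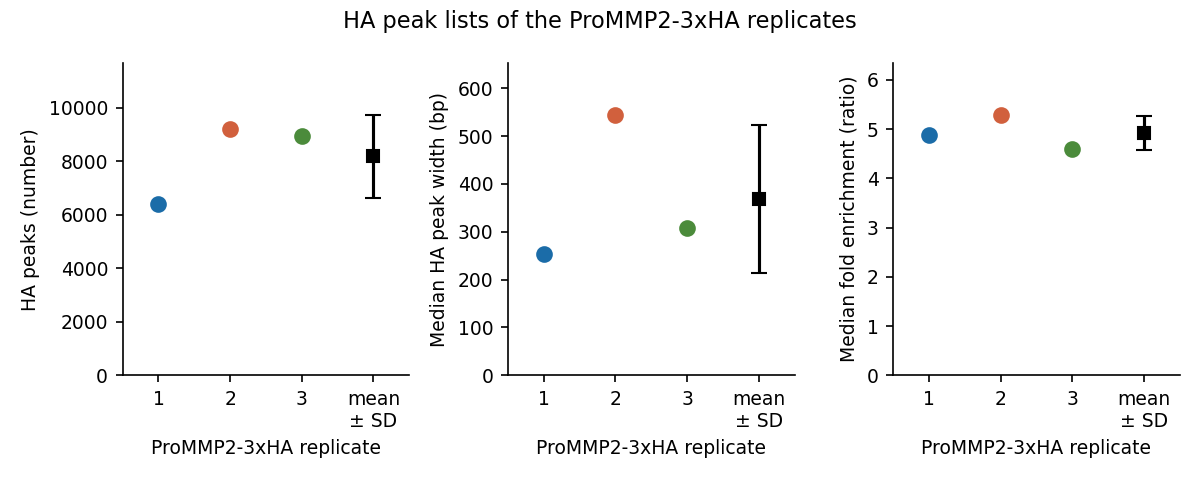
Number of HA peaks, median peak width (bp) and median fold enrichment (ratio) of the 3 ProMMP2-3xHA replicates, each replicate as a circle and the mean with its SD as a square with bars. Replicate 1 had the fewest peaks (6401), replicate 2 the widest (median 544 bp), and the median fold enrichment lay between 4.60 and 5.29.

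The number of peaks common to the replicates was determined within a window of 1 kb. Of the 6401 peaks of replicate 1, 4412 (68.9%, 67.8 to 70.1%) had a peak of both other replicates within 1 kb, against a mean of 1.05 and a maximum of 8 under circular shifts (one-sided permutation p = 0.001). This p is the smallest that 1000 shifts can give. All 6 comparisons by circular shift reached it, and Benjamini-Hochberg adjustment over the 6 leaves it at 0.001. Requiring an overlap of at least 50% of each peak lowered the number most, to 1611. The fold enrichment of shared peaks correlated between replicates with a Spearman's rho of 0.671 for replicates 1 and 2 (5301 peaks), 0.523 for replicates 1 and 3 (4495 peaks) and 0.579 for replicates 2 and 3 (5604 peaks). With Pearson's r of the log2 fold enrichment the values were 0.74, 0.57 and 0.62, and with Spearman's rho of the −log10 q-value they were 0.657, 0.460 and 0.551. The study reported a higher Pearson correlation between the replicates. By its methods that value came from reads in genome bins, so it is another measure than the fold enrichment of shared peaks.

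The merged HA list held 7216 peaks with a median width of 424 bp and a mean of 781 bp. Of these, 3778 (52.4%, 51.2 to 53.5%) overlapped a peak of every replicate, 2250 overlapped peaks of 2 replicates, 1097 of 1 replicate, and 91 of none. Replicates 1, 2 and 3 recovered 71.9%, 83.8% and 78.9% of the merged peaks. The share found in every replicate was 29.8% when at least 50% of the merged peak had to be covered, the largest change among the alternatives.

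To relate HA peaks to active promoters, the merged list was compared with H3K4me3. The ProMMP2-3xHA list held 19102 H3K4me3 regions with a median width of 893 bp and the WT list 17130 regions with a median width of 1480.5 bp. Of the merged HA peaks, 84.0% (83.1 to 84.8%) lay within 1 kb of an H3K4me3 region of the same cells, compared to a mean of 2.83% and a maximum of 4.13% under shifts (permutation p = 0.001). For H3K4me3 of WT cells the share was 85.8% (85.0 to 86.6%), against a maximum of 4.61% (permutation p = 0.001). The own list of replicate 2 gave the lowest share near ProMMP2-3xHA H3K4me3 (73.1%) and merged peaks found in every replicate the highest (92.4%). In total, 6038 merged peaks were near both H3K4me3 lists, 20 near the ProMMP2-3xHA list only, 153 near the WT list only and 1005 (13.9%) near neither.

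Conversely, HA peaks occupied a part of the H3K4me3 regions. Of the ProMMP2-3xHA H3K4me3 regions, 6216 (32.5%, 31.9 to 33.2%) had a merged HA peak within 1 kb, against 1.08% on average under shifts (permutation p = 0.001). The share was 19.0% with merged peaks found in every replicate and 47.5% among H3K4me3 regions of at least 500 bp. Regions with an HA peak were wider, with a median of 1563 bp compared to 523 bp for regions without, a ratio of 2.99. Wider regions meet more peaks by chance, and the shifts gave a median ratio of 1.29 and a maximum of 1.75 (permutation p = 0.001). In the WT list the ratio was 1.71, against a median of 1.13 and a maximum of 1.54 under the shifts for that list (permutation p = 0.001). The fold enrichment of HA peaks near H3K4me3 over that of peaks away from it was 1.00, 1.16 and 1.15 in replicates 1, 2 and 3, a mean of 1.10 ± 0.0907 (SD, n = 3), with an exact sign permutation p of 0.5 (two-sided). The smallest p that 3 replicates allow is 0.25, so no difference from 1 could be shown or excluded. With an overlap of at least 1 bp the ratios were 1.02, 1.17 and 1.17, all above 1 (exact sign permutation, p = 0.25). At a q-value of 0.01 they were 0.996, 1.13 and 1.13, and at 0.001 they were 0.983, 1.08 and 1.11, with replicate 1 below 1 in both cases (exact sign permutation, p = 0.5 each).

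The H3K4me3 lists of the cell lines were then compared, with 1 library each and therefore no test between the cells. Of the ProMMP2-3xHA regions, 74.4% (73.8 to 75.0%) overlapped a WT region, and 82.1% (81.5 to 82.7%) of WT regions overlapped a ProMMP2-3xHA region. The Jaccard index of the covered bases was 0.656, with 20.6 Mb covered in ProMMP2-3xHA and 27.3 Mb in WT cells. When both lists were limited to regions of at least 500 bp, 96.8% of the ProMMP2-3xHA regions overlapped a WT region and 81.7% of the WT regions overlapped a ProMMP2-3xHA region. HA peaks were present at 43.4% (42.6 to 44.3%) of the ProMMP2-3xHA regions that were also in the WT list, at 0.799% (0.568 to 1.09%) of the 4884 regions of ProMMP2-3xHA cells only and at 5.65% (4.86 to 6.53%) of the 3061 regions of WT cells only. These classes differed in width, with medians of 1237, 169 and 390 bp.

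The location of HA peaks relative to genes was determined for the 7211 merged peaks on chromosomes 1 to 22, X and Y. Of these, 4676 (64.8%, 63.7 to 65.9%) lay within 1 kb of the TSS of a protein coding gene, against a mean of 2.07% and a maximum of 2.72% under shifts (permutation p = 0.001). The share depended on the definition of the TSS, at 71.4% with canonical transcripts and 75.5% with all protein coding transcripts, and was lowest in the own list of replicate 2 (54.4%). Of the 11495 TSSs within 1 kb of ProMMP2-3xHA H3K4me3, 5612 (48.8%, 47.9 to 49.7%) had an HA peak, compared to 84 of 8668 TSSs without H3K4me3 (0.969%, 0.774 to 1.20%).

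**Figure D2:**
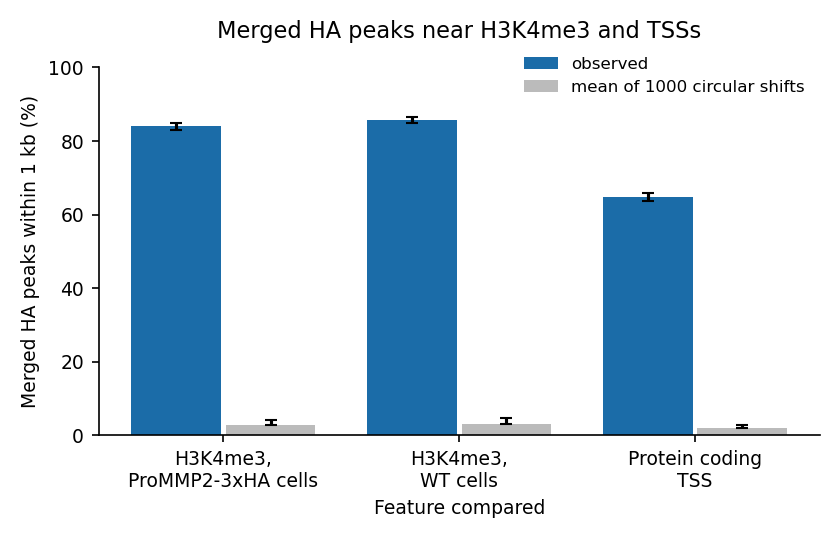
Share of merged HA peaks (%) within 1 kb of H3K4me3 regions of ProMMP2-3xHA or WT cells and of protein coding TSSs, with 95% exact intervals, beside the mean of 1000 circular shifts with a bar up to their maximum. The observed shares of 84.0%, 85.8% and 64.8% lie above the maxima of 4.13%, 4.61% and 2.72%.

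By genomic feature, promoters were enriched most, holding 60.7% of merged peaks on 1.30% of the genome (log2 ratio 5.55), followed by 5′ UTRs (log2 ratio 4.43). Coding exons (1.02) and other exons (0.97) lay above the range of the shifts, and 3′ UTRs (0.08) within it. Introns (−1.75) and intergenic sequence (−1.88) were depleted. When promoters were drawn around the TSSs of all protein coding transcripts, coding exons (−0.026), 3′ UTRs (−0.013) and 5′ UTRs (−2.23) changed sign and lay within the range of the shifts. The share of the genome left to 5′ UTRs then fell from 0.189% to 0.0650%, and it held 1 peak.

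**Figure D3:**
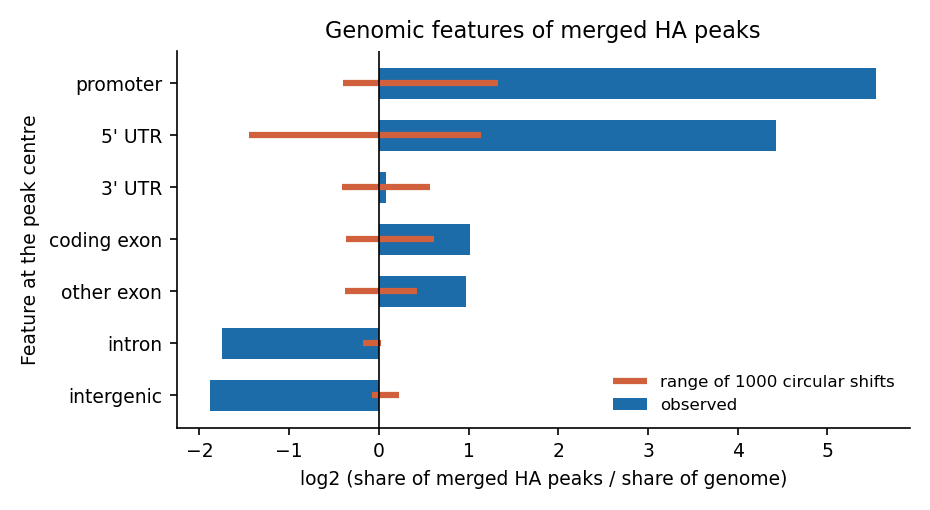
Log2 ratio of the share of merged HA peaks to the share of the genome for each feature at the peak centre (blue bars), with the range of 1000 circular shifts (orange lines). Promoters (5.55) and 5′ UTRs (4.43) lie far above the shifts, introns (−1.75) and intergenic sequence (−1.88) below them, and 3′ UTRs (0.08) within them.

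The position of HA summits was examined within 500 bp of a single protein coding TSS. Downstream of the TSS lay 63.7% of 3305 summits in replicate 1, 62.2% of 4895 in replicate 2 and 64.6% of 5126 in replicate 3. The excess over an even split was 13.5 ± 1.23 percentage points (SD, n = 3), in the same direction in all 3 replicates (exact sign permutation, two-sided, p = 0.25, the smallest that 3 replicates allow). Within 250 bp of the TSS the excess was 21.7 percentage points. The median distance from the TSS was 155, 168 and 166 bp for downstream summits and 231, 245 and 252 bp for upstream summits in replicates 1, 2 and 3.

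**Figure D4:**
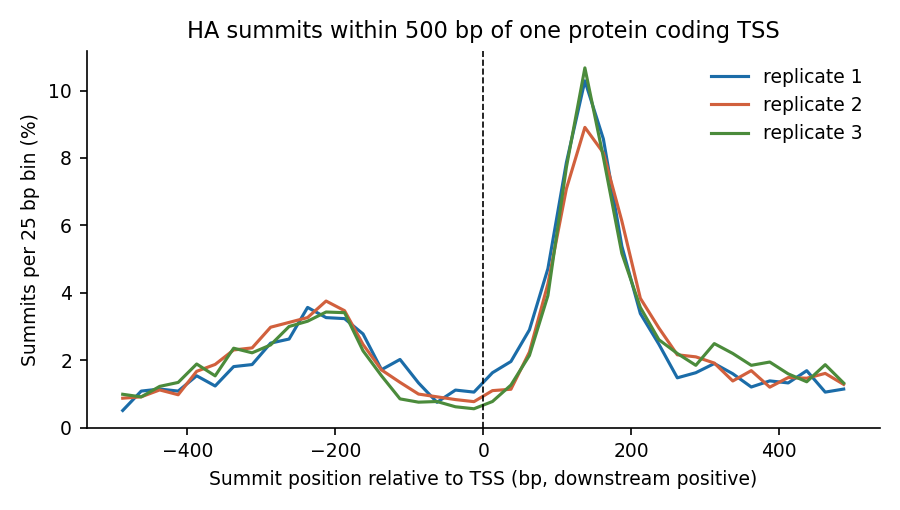
Share of HA summits (%) per 25 bp bin within 500 bp of a single protein coding TSS, with the distance downstream counted as positive, for the 3 replicates as lines. Each replicate has its highest point downstream of the TSS and a lower maximum upstream, with 62.2 to 64.6% of summits downstream.

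The frequency of broad regions was determined at a width of 2 kb. Of the merged HA peaks, 530 (7.34%, 6.75 to 7.97%) exceeded 2 kb, compared to 0.281% (0.167 to 0.444%) in replicate 1, 1.82% (1.55 to 2.11%) in replicate 2 and 0.694% (0.533 to 0.889%) in replicate 3. The merged list holds no gap below 4032 bp, whereas the replicate lists do, so the shares are not measured on like regions. The median GC content was 65.8% in merged HA peaks, against 40.2 to 41.8% for shifted positions, and 64.8 ± 0.952% (SD, n = 3) over the replicate lists. H3K4me3 regions of the ProMMP2-3xHA cells, which were wider, had a median GC content of 57.3%. Over an equal window of 500 bp around the centre, the medians were 65.2% in merged HA peaks and 60.4% in these H3K4me3 regions.

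Individual loci are given in hg19 coordinates with the fold enrichment of replicates 1, 2 and 3. At ADSL on chromosome 22, a merged peak at 40741929 to 40742749, centred 165 bp upstream of the canonical TSS, had fold enrichments of 6.04, 10.7 and 7.68. A second peak, at 40766569 to 40767065 within the annotated ADSL gene but outside its canonical transcript, was centred 219 bp downstream of the SGSM3 TSS (10.8, 12.9 and 9.48). At POR on chromosome 7, the peak at 75544025 to 75544701 was centred 110 bp upstream of the canonical TSS (7.40, 7.47 and 7.53). At SOX9 on chromosome 17, the peak at 70117142 to 70118052 was centred in coding exon 1 (7.08, 9.76 and 4.40). At FDFT1 on chromosome 8, the peak at 11659764 to 11660388, centred 174 bp upstream of the canonical TSS, overlapped peaks of replicate 2 (5.15) and replicate 3 (5.53) only. These peaks all lay near H3K4me3 in both cell lines.

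CTSB on chromosome 8 had a merged peak in intron 1 at 11725385 to 11725590, 108 bp downstream of the canonical TSS and near H3K4me3, which overlapped a peak of replicate 3 only (5.25). A further merged peak lay in coding exon 9 at 11703166 to 11703364, away from H3K4me3, with a peak in every replicate (4.76, 5.01 and 3.73). Replicate 2 alone also had CTSB peaks in intron 5 (3.61) and intron 1 (3.47), which no merged peak covered. The study shows CTSB as a gene with a broad HA region from the TSS through the gene body. Its broad regions were defined from signal in windows, which was not recomputed here. The HOXA cluster on chromosome 7, from 27132612 to 27239710, held 7 merged peaks, all near H3K4me3 in both cell lines, of which 3 had a peak in every replicate. Among these, the peak at 27212715 to 27213657 in coding exon 1 of HOXA10 had fold enrichments of 3.62, 5.06 and 5.48. MMP2 on chromosome 16, from 55423612 to 55540603, held no merged peak. Replicate 3 alone had a peak there, at 55505781 to 55506046 outside the canonical transcript, with a fold enrichment of 3.83.

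Among peaks found in every replicate, the highest mean fold enrichment, 51.7 ± 37.8 (SD, n = 3), belonged to chromosome 19 from 46802173 to 46802685 in intron 1 of HIF3A (66.7, 79.7 and 8.75). Next came an intergenic peak on chromosome 14 from 47099513 to 47099995 (43.2, 53.3 and 7.75). Neither lay near H3K4me3 in either cell line, and the fold enrichment of replicate 3 was far below that of the other replicates at both. The other 3 of the 5 highest lay near H3K4me3 in both cell lines. They were an intergenic peak on chromosome 17 from 41392480 to 41393350 (35.5, 44.7 and 19.1), a peak on chromosome 14 from 102553143 to 102554160 centred 271 bp upstream of the canonical TSS of HSP90AA1 (23.4, 39.7 and 14.2), and a peak on chromosome 17 from 39844682 to 39848441 centred in intron 3 of EIF1 (21.1, 34.0 and 18.6).

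The widest merged peak spanned 21314 bp on chromosome 8 from 145733643 to 145754956, centred in intron 1 of LRRC14, with fold enrichments of 14.1, 17.7 and 11.6. The second spanned 16076 bp from 129462 to 145537 of the unplaced contig GL000220.1, for which no gene annotation was used, in a region of high control background (4.84, 5.52 and 4.14). The third spanned 14367 bp on chromosome 13 from 114609124 to 114623490, centred in intron 4 of the noncoding gene LINC00452 (5.31, 6.89 and 10.1). Each of these lay near H3K4me3 in both cell lines.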

Values the study reported

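The study reported more than 7700 HA peaks common to all replicates. The merged list was reported to hold 7216 ProMMP2-3xHA peaks. The average peak size of ProMMP2-3xHA was given as 488 bp. Over 90% of the peaks, 6532 in the plotted profile, were reported within 1 kb of the TSS of a protein coding gene. In a separate analysis of enriched regions, the study reported 13,423 regions below 2 kb and more than 21% of regions above that length.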

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

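The tests in this part were chosen only after the result was seen. The comparisons with genes used chromosomes 1 to 22, X and Y, but 5 merged HA peaks lay on unplaced or unlocalised contigs of hg19, a signal outside the sequence those comparisons cover. All 5 had a peak in every replicate and lay near H3K4me3 in both cell lines. Of these, 2 lay on contig GL000220.1 (118790 to 124614 and 129462 to 145537) and 3 on other contigs. Reads of multi-copy sequence pile up where the assembly holds too few copies, and this would raise the control as well. On GL000220.1 the median control background at the HA summits was 74.7, 101 and 74.8 in replicates 1, 2 and 3, compared to 2 on the chromosomes, and the lowest of the 3 ratios was 37.3. Multi-copy sequence is therefore a candidate source of the depth of both peaks on this contig, although HA exceeded its control there by a median fold enrichment of 2.15, 1.89 and 1.96. On the other contigs the lowest ratio was 1.21, within the range of the chromosomes, which argues against such a pile-up for the 3 peaks there. The explanation that the contig peaks copy sequence placed elsewhere in the assembly would need most of their sequence to recur, and 20.8% of their 31-mers did. Copies absent from the assembly would not be seen by this search. Binding of MMP-2 at these contigs stays open, and no biological explanation was tested.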

How the results depend on the processing

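The 28 results were recomputed under 132 alternatives. Of the 79 alternatives of results without a test, 39 kept the value within its error or the count within 1.5 times, 37 moved it beyond that and 3 reversed a sign. All 39 alternatives of results tested by circular shift kept the permutation p of 0.001, the smallest possible, so this p says little about stability. The values under it ranged from 73.1 to 92.4% for peaks near ProMMP2-3xHA H3K4me3, 54.4 to 75.5% for peaks near TSSs, 19.0 to 47.5% for H3K4me3 regions with an HA peak and 1.71 to 3.01 for the width ratio. The other 14 alternatives belonged to sign tests, which 3 replicates cannot carry past a threshold, so their unchanged call says nothing about stability. The 6 alternatives chosen after seeing the data (each summit line counted, a common minimum width and the TSSs of canonical transcripts) changed no direction or call.

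A q-value of 0.001 raised the mean of the median fold enrichments to 5.49 and lowered the common peaks to 2937, since it removes the weakest peaks. It lowered the merged peaks found in every replicate to 36.8%, and a q-value of 0.01 lowered them to 45.6%. When overlaps of at least 50% were required, 1611 common peaks and 29.8% of merged peaks in every replicate remained, and the H3K4me3 regions shared fell to 61.4% of the ProMMP2-3xHA and 68.5% of the WT regions. Leaving out each replicate in turn gave 57.3 to 68.2% for merged peaks found in every remaining replicate, and 0.523 to 0.671 for the lowest rho, where the highest value came without replicate 3.

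When both lists were limited to H3K4me3 regions of at least 500 bp, 96.8% of ProMMP2-3xHA regions and 81.7% of WT regions were shared. A region then counted as found in 1 cell line only when it overlapped no region of at least 500 bp in the other list. The WT only class so defined held 278 regions with an HA peak, against 173 without the limit, so a part of it overlapped narrower ProMMP2-3xHA regions. With these classes, HA peaks lay at 48.9% of shared regions, 4.95% of those of ProMMP2-3xHA cells only and 10.3% of those of WT cells only. With merged peaks found in every replicate these shares were 25.3%, 0.471% and 2.68%, with an overlap of at least 1 bp they were 42.6% for shared regions and 0.471% for ProMMP2-3xHA cells only, and in each case the order of the classes stayed. Merged peaks found in every replicate also gave an HA peak at 29.1% of TSSs with H3K4me3, since fewer peaks enter, and 11.2% of regions over 2 kb. All transcript TSSs gave 50.2% of TSSs with H3K4me3. The own lists of the replicates put 0.281%, 1.82% and 0.694% of regions over 2 kb. Joining regions within 1 kb could not change the merged list, whose smallest gap is 4032 bp, and says nothing about its stability.

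Log2 ratios by feature depended on how promoters were drawn. With all transcript TSSs, coding exons (−0.026), 3′ UTRs (−0.013) and 5′ UTRs (−2.23, 1 peak) reversed, while promoters (4.84), other exons (0.62) and introns (−2.30) moved, and promoters held 5229 in place of 4375 peaks. With promoters of 500 bp either side, the ratios were 6.33 for promoters, 4.69 for 5′ UTRs, 1.37 for coding exons, 1.17 for other exons, −1.54 for introns and −1.73 for intergenic sequence. With merged peaks found in every replicate they were 5.68 for promoters, −2.12 for introns and −2.34 for intergenic sequence. The cause was not tested for the reversed signs or for the changes with merged peaks found in every replicate.

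No paired analysis was possible because the groups share only replicate number 1. The single H3K4me3 libraries, of unknown depth, allow no test between the cell lines, and the 3 HA replicates allow no p below 0.25 for a value per replicate.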

Other observations

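The tests of the control depth, of peak width at matched peaks, of joined peaks and of sequence shared with MMP2 were set out before their results were seen, and the other tests in this part were chosen only after the result was seen.

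The number of HA peaks common to all replicates was 4412 here. That is lower than the value quoted from the study above. Counting summit lines in place of intervals gave 6068 of the 8176 lines of replicate 1, which is closer to it. The mean width of the merged HA peaks was 781 bp here. That is higher than the average quoted from the study above, which was not tied to the merged list. The mean widths of the lists of replicates 1, 2 and 3 were 352, 667 and 427 bp, on either side of that average. The share of merged HA peaks over 2 kb was 7.34% here. That is lower than the share quoted from the study above, which came from another way of defining regions. The share of merged HA peaks within 1 kb of a protein coding TSS was 64.8% here. That is also lower than the share quoted from the study. Canonical transcripts gave 71.4% and all protein coding transcripts 75.5%, the highest of the alternatives, so none of them reached it. The study took its TSSs from another gene annotation, and the cause of the gap was not tested.

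Replicate 1 had the fewest HA peaks. A shallower HA library might be the cause, but its recovered coverage of 4.74 fragments per base was the highest of the 3 replicates. A shallower control, which was 1.33 fragments per base against 1.55 and 1.41, makes weak peaks harder to call. After scaling the pileup and background of replicates 2 and 3 down to the control coverage of replicate 1, replicate 2 still had 1.28 times and replicate 3 still 1.26 times as many peaks as replicate 1. Control depth may therefore account for a part of the difference. The scaling tested the summits and not whether each peak would keep the minimum width. It may thus keep too many peaks, and control depth as the whole cause is not excluded. The yield of the immunoprecipitation stays open, and no biological explanation was tested because the replicates belong to 1 group.

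Replicate 2 had the widest HA peaks, with a median 1.94 times the mean of the other medians. The narrowest peak of replicate 2 was 281 bp, whereas 55.9% of the peaks of replicate 1 and 45.5% of those of replicate 3 were narrower than that. When all lists started at 281 bp the ratio fell to 1.14. Dropping the narrow peaks lowers the ratio whatever made them absent, and the study states the same minimum length for every call, so a larger minimum width in the call of replicate 2 and truly wider peaks cannot be told apart by this. Over 1625 peaks matched in all replicates and wider than the minimum in each, the median ratio was 1.30, so a minimum width would not be the whole cause. Fragment length and joining of summits within a peak were not tested.

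The merged list had a larger share of regions over 2 kb than any replicate list. When the peaks of each replicate were joined at 4032 bp, the smallest gap of the merged list, the share over 2 kb rose to 4.01%, 8.99% and 6.26%, a mean of 6.42 ± 2.49% (SD, n = 3) against 7.34% in the merged list. Joining may account for the whole difference, but the mean stayed below the merged share by less than its SD, so joining and a true surplus of broad regions in the pooled reads cannot be told apart with 3 replicates. Of the 530 merged peaks over 2 kb, 84.3% held at least 2 separate replicate peaks, and a median of 50.4% of their span was covered by a peak of any replicate.

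The highest mean fold enrichments over the replicates lay at sites in intron 1 of HIF3A and on chromosome 14 that had no H3K4me3 and differed between replicates. In replicate 3 these sites stood at 8.75 and 7.75, below the highest value of that list (25.3). Reads from the MMP2 construct could pile up at sites that share its sequence, but 0 of the 20-mers of either site occurred in the 8 annotated MMP2 transcripts. The vector and the HA tags of the construct were not searched. Further copies in the assembly could also raise the signal, but none of the 31-mers of the HIF3A site and 9.49% of those of the chromosome 14 site occurred elsewhere. An unequal control would leave the HA pileup itself alike in all replicates. Relative to the mean coverage, the pileup was 200, 205 and 24.1 at HIF3A and 74.9, 86.9 and 12.5 on chromosome 14 in replicates 1, 2 and 3, and the smaller of the ratios of highest to lowest was 6.93. The difference was therefore in the HA libraries. Extra copies of the sites in the cells could raise the pileup, but if the control cells carried them the control would rise as much. The control background was 2.26, 1.94 and 2.13 times its mean coverage at HIF3A and equal to it on chromosome 14. Copies in a stable line would not differ between its replicates either, so extra copies are unlikely as the cause. By the same argument, vector sequence held by the stable line would not differ between its replicates. Such sequence is therefore unlikely to explain the difference between them on its own. Carried-over DNA, sequence shared with the vector of the construct and binding of MMP-2 were not tested and stay open as explanations of the high signal at these sites.

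Of the merged HA peaks, 1005 lay away from both H3K4me3 lists. They were narrower (median 267 bp) than the 6211 peaks near H3K4me3 (466 bp), and their median GC content was 54.1% compared to 67.1%. Because the merged list was called on the pooled reads, recurrence was tested between the replicate lists alone, which were called separately. Of the 1217 peaks of replicate 1 away from both H3K4me3 lists, 328 had such a peak of both other replicates within 1 kb, against at most 2 under 1000 shifts, so chance calls are unlikely as the source of all of them. Chance calls among the others are not excluded, and the shifts do not keep peaks in accessible sequence. H3K4me3 too weak to be called at annotated promoters might be another cause, but 11.1% of the 1005 merged peaks lay within 1 kb of the 5′ end of any annotated gene, compared to 83.6% of the peaks near H3K4me3 and at most 8.76% under shifts. A set of HA sites outside H3K4me3 promoters is therefore a hypothesis that these lists leave open. By the list names, the HA replicates were called against an HA control immunoprecipitation, so background equal in that control was already discounted. Artefacts of the HA immunoprecipitation beyond that control could recur in every replicate. They were not tested because the HA list of WT cells was not analysed here.

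HA peaks were rarer at H3K4me3 regions found in 1 cell line only. Such regions were narrow, and narrow regions meet fewer peaks. Shared regions matched to the widths of the ProMMP2-3xHA only regions had an HA peak in 11.6% of cases against 0.799%, and those matched to the WT only regions in 11.9% against 5.65%. Width may thus explain much of the difference from the unmatched 43.4% and 43.6%, but not all of it. Weak or chance H3K4me3 calls in the single libraries are a candidate explanation for the rest and were not tested, and neither was a difference between the cell lines.

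TSSs with H3K4me3 were richer in GC (median 65.6% with and 65.4% without an HA peak) than TSSs without H3K4me3 (54.2%), and GC content could favour HA reads. Weighting the TSSs without H3K4me3 to the GC content of those with it changed the share with an HA peak from 0.969% to 1.02%, against 48.8% of TSSs with H3K4me3. GC content is therefore unlikely as the cause of the difference, while the accessibility of active promoters, which was not measured in these lists, stays open here. The study compared its peaks with accessible regions of U2OS cells mapped in earlier work. Almost all peaks lay near accessible DNA, but only a minority of the accessible regions held a peak. From this the study argued against arbitrary targeting of accessible DNA.

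H3K4me3 regions were narrower in ProMMP2-3xHA than in WT cells, with a median log2 width ratio of −0.38 over 13902 regions shared one to one. If tagged MMP-2 removed H3K4me3 locally beyond any loss in WT cells, regions with an HA peak would be narrowed more. The study found endogenous MMP-2 in WT nuclei at a similar abundance, so the cell lines do not compare presence with absence of MMP-2. The ratio was −0.31 with and −0.46 without an HA peak, and at matched width the former exceeded the latter by 0.024. More narrowing at HA peaks was therefore not seen, but with 1 library per cell line the spread of this difference is unknown, and the width of joined regions does not measure the H3K4me3 signal. Local loss at HA peaks and a difference in depth or yield between the single libraries cannot be told apart here. By PCR on immunoprecipitated DNA, the study reported that H3K4me3 rose at the target promoters it examined when MMP-2 was depleted. These lists hold no MMP-2 depleted cells and cannot test this.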
